A study of Homo sapiens with 9 samples.

How the data were processed

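Transcriptomes of LAN5 neuroblastoma cells were measured by RNA sequencing of total RNA in 9 libraries, 3 per siRNA (siCTR, siMYCN and siHAND2), collected 72 h after nucleofection, per the labels. The authors deposited 1 table for the series with a column per library, whose values are CPM (reads scaled to the same total in every library) over 25084 genes. Each column sums to 1000002.4 to 1000002.6, which includes a constant of 0.0001 in every value. The reads were aligned with STAR, per the file headers (the column names). The version of the aligner, the counting tool, its use of strand and its rule for reads that fit several genes, the annotation and any filter are not stated in the file headers or in the labels. The genome build is also not stated. Of 18215 gene symbols found in the given GRCh38 gene table, 18213 were on the same chromosome, 8208 had the identical start, and 91.4% had a start within 5000 bp, so coordinates are reported as GRCh38 positions, counted from 1, with the end set to 1 base before the stop in the table. Columns were matched to samples by their names, and every value column was used.

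In each library the low CPM values fell on multiples of a smallest step, and the inverse of that step was taken as the number of assigned reads (or read pairs), 21.1 M to 32.7 M per library. Of the values up to 20 steps, 79.8% to 81.3% were whole multiples within 0.02 of a step, and the others were fractional. Since 95% would be needed to treat the values as whole reads, no count model was used, and the step served only for depth and for a precision-weight alternative. Counting error at 1 CPM is given from this depth; fractional reads and reads copied by PCR are not independent molecules, so it covers counting error only.

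All tests used log2(CPM + 1) and genes with at least 1 CPM in at least 3 of the 9 libraries, which kept 14495 genes and left out 10589. A fold change on the log2(CPM + 1) scale understates the change of genes near 1 CPM. A linear model with 1 mean per group was fitted to all 9 libraries with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with an intensity trend, 10.1 prior degrees of freedom). Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested in each contrast, with a threshold of 0.05. The 3 contrasts were siMYCN against siCTR, siHAND2 against siCTR and siHAND2 against siMYCN. Errors are SDs over 3 libraries or standard errors of limma. All 3 groups entered 1 fit because each holds only 3 libraries of 1 cell line and 1 protocol, and the shared estimate of spread is more precise.

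The overlap of the contrasts against siCTR was set beside 100 simulations of unchanged groups sharing controls and 100 simulations of unrelated effects of the observed size, drawn with the residual spread of each gene. The 9 gene sets (noradrenergic regulators, catecholamine and secretory genes, neuronal structure, mesenchymal genes, MYC targets, S phase, G2M phase, p53 response and interferon response) hold 284 different genes, without MYCN and HAND2 themselves, and were tested with camera at a preset correlation of 0.01, adjusted over 27 tests. Symbols missing from the table were looked up under their older names. The genes named in the text follow a rule. MYCN, HAND2, MYCNOS, HAND2-AS1 and the noradrenergic regulators are always named, except that values of single genes for part of that list are not reported here. For each contrast against siCTR, the 4 largest rises and 4 largest falls are named among genes past the threshold with a mean of at least 5 CPM whose 3 knockdown libraries all lie on 1 side of the 3 siCTR libraries. For the shared response these are the 3 genes with the largest smaller change in each class (higher in both, lower in both, opposite), and for each called gene set the 2 members with the smallest p. The design, sets and rule were fixed before the data were examined.

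The alternatives were pseudocounts of 0.1 and 5, no filter on low values, a filter of 5 CPM, median-ratio rescaling, quantile normalization, a fit of the 2 groups of a contrast alone, no intensity trend, replicate number as a block, separate control libraries for the 2 contrasts, fry and an estimated correlation for the gene sets, and each of the 9 libraries left out in turn. Precision weights (limma voom) were chosen after seeing the data. Count-based tests on recovered reads had been planned and were not run, for the reason above. Hypoxia, glycolysis and stromal marker lists were used only for the closing observations, together with GC content and transcript length taken from a GRCh37 annotation by gene symbol, from which no coordinate is printed.

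The model was tested on simulated data before use. Counts were drawn for the real genes from their mean CPM and the library depths (dispersion 0.005), with 200 genes changed in siMYCN, and turned into CPM. At a log2 change of 1, 98.5% of the 199 changed genes among 14373 tested were called, at 0.5 80.6% of 196 among 14399, and at 0.25 7.6% of 198 among 14384. False calls made up 4.9%, 3.1% and 0% of the calls. These shares belong to that dispersion and to 200 changed genes, and do not give the sensitivity in the real libraries. The estimates were 0.934, 0.929 and 0.952 of the planted change in the median, the shrinkage coming with the pseudocount. A planted rise of 0.3 in the p53 response list was called in 2 of 2 set tests, with 0 calls among the other tests of the 27. The genes were drawn independently of each other, so this does not test the preset correlation of 0.01. Figures and tables were made with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9).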

Results

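RNA was sequenced from LAN5 cells, an established human neuroblastoma line that carries many extra copies of the MYCN gene. Neuroblastoma is a childhood tumour of the sympathetic nervous system. The cells had received small interfering RNAs (siRNAs, short RNAs that direct the degradation of a matching transcript) by nucleofection, a form of electroporation, and were collected 72 h later. The 3 groups of 3 libraries each were a control siRNA (siCTR), an siRNA against MYCN (siMYCN) and an siRNA against HAND2 (siHAND2). MYCN and HAND2 encode transcription factors with a helix-loop-helix domain, and the title of the series asks which genes the pair regulates in these cells. The table gave CPM values, the reads of each gene scaled to the same total in every library, for 25084 genes. The size of the smallest steps between low CPM values put the reads assigned to genes between 21.1 M (siCTR replicate 3) and 32.7 M (siCTR replicate 1) per library. The group means were 26.8 ± 5.80 M reads for siCTR, 26.7 ± 2.26 M reads for siMYCN and 27.9 ± 2.66 M reads for siHAND2 (SD, n = 3 libraries each). A value of 1 CPM thus stood for 21.1 to 32.7 reads, for which counting error alone gives a coefficient of variation of 17.5% to 21.8%.

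The 20 most abundant genes held 18.6 ± 0.40% of the CPM in siCTR, 17.5 ± 0.75% in siMYCN and 18.1 ± 0.66% in siHAND2 (SD, n = 3 libraries). The Pearson correlation of log2(CPM + 1) between libraries of a group, taken across genes with a mean of at least 5 CPM, lay between 0.994 and 0.998. No 2 replicates agreed within counting noise, as copies of 1 library would: the chi-square per degree of freedom went from 3.53 (siCTR replicates 1 and 2) to 12.4 (siHAND2 replicates 1 and 3). In a principal component analysis of the 14495 genes that passed the filter of at least 1 CPM in at least 3 libraries, the first component held 42.7% of the variance. It ran from -14.6 to -6.30 over the 6 siCTR and siMYCN libraries and from 19.1 to 20.8 over the siHAND2 libraries. The second component held 29.5% and lay between -17.0 and -14.7 in siCTR, between 12.2 and 14.4 in siMYCN and between 1.90 and 3.50 in siHAND2. No sequencing batch or date was given with the samples, so batches could not be examined.

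The targeted transcripts were compared before any other gene. MYCN (chromosome 2, 15940550 to 15947007, GRCh38) measured 1848, 1894 and 1786 CPM in siCTR replicates 1, 2 and 3. It measured 1338, 1245 and 1285 CPM in the siMYCN libraries and 898, 969 and 877 CPM in the siHAND2 libraries. The group means were 1842 ± 54.2, 1289 ± 47.0 and 914 ± 48.4 CPM (SD, n = 3 libraries each), so the siMYCN mean was 70.0% and the siHAND2 mean 49.6% of that in siCTR. The log2 fold change of log2(CPM + 1) was -0.52 (standard error 0.05, limma, Benjamini-Hochberg adjusted p = 7.15e-07) in siMYCN. In siHAND2 it was -1.01 (standard error 0.05, adjusted p = 1.72e-10), and the direct comparison of siHAND2 with siMYCN gave -0.50 (adjusted p = 6.21e-07). MYCN transcript was thus lower in each of the 3 siHAND2 libraries than in any of the 3 siMYCN libraries. Among the alternatives, quantile normalization moved the siMYCN value most, to -0.34.

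HAND2 (chromosome 4, 173524969 to 173530229) measured 516, 499 and 489 CPM in siCTR, 588, 557 and 568 CPM in siMYCN and 268, 267 and 280.4 CPM in siHAND2. The means were 501 ± 13.7, 571 ± 15.9 and 272 ± 7.65 CPM (SD, n = 3 libraries each). HAND2 changed by -0.88 on the log2 scale in siHAND2 (standard error 0.04, limma, adjusted p = 1.25e-10), to 54.2% of the siCTR mean. In siMYCN it rose by 0.19 (standard error 0.04, adjusted p = 0.00183), and all 3 siMYCN libraries lay above all 3 siCTR libraries. Each siRNA therefore went with a lower level of its own target in 3 of 3 libraries.

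Both targets overlap a gene annotated on the other strand. Whether reads were counted by strand is not stated, so the values of the overlapping genes carry that uncertainty. MYCNOS (chromosome 2, 15918350 to 15942249) overlaps MYCN and measured 45.7 ± 0.299 CPM in siCTR, 61.7 ± 5.92 in siMYCN and 27.9 ± 3.03 in siHAND2 (SD, n = 3 libraries). Its log2 fold change was 0.42 in siMYCN (limma, adjusted p = 0.000335), opposite to that of MYCN, and -0.70 in siHAND2 (adjusted p = 2.11e-06). HAND2-AS1 (chromosome 4, 173527270 to 173659696) overlaps HAND2 and measured 294 ± 14.9, 305 ± 15.1 and 439.8 ± 31.3 CPM in the 3 groups. It rose by 0.58 in siHAND2 (adjusted p = 5.56e-07), opposite to HAND2, and differed by 0.06 in siMYCN (adjusted p = 0.448), which was within the replicate error and changed sign under median-ratio rescaling (-0.004).

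**Figure D1:**
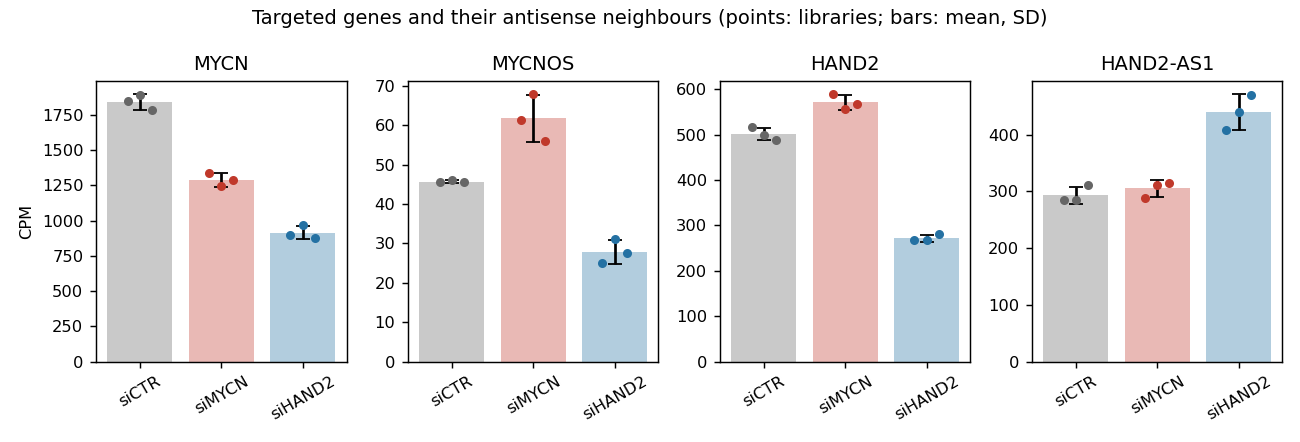
CPM of MYCN, MYCNOS, HAND2 and HAND2-AS1 in the siCTR, siMYCN and siHAND2 libraries; points are single libraries, bars the mean and whiskers the SD of 3 libraries. MYCN averages 1842 CPM in siCTR, 1289 in siMYCN and 914.5 in siHAND2, and HAND2 falls only in siHAND2.

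The comparison of siMYCN with siCTR asked which transcripts change when MYCN is lowered. Of the 14495 genes tested, 5209 (35.9%) passed an adjusted p of 0.05 (limma, Benjamini-Hochberg), 3556 higher and 1653 lower in siMYCN. Most changes were small: the median absolute log2 fold change of the called genes was 0.29, and 48 genes changed at least 2-fold on the log2(CPM + 1) scale, 33 higher and 15 lower. This fold change understates the change of low genes, since 1 CPM is added to each value. The number at least 2-fold changed depended on that pseudocount, with 127 genes at a pseudocount of 0.1 and 5 at a pseudocount of 5. The split between rises and falls depended on the scaling of the libraries: 68.3% of the called genes were higher with CPM as deposited, 49.8% (2341 of 4699) after median-ratio rescaling and 49.3% (2333 of 4728) after quantile normalization. The median log2 fold change over all tested genes was 0.06 with CPM as deposited. With the genes parted by mean CPM into 4 classes of equal size, the number of calls rose with abundance, from 689 in the class between 0.491 and 5.94 CPM, where the median residual SD was 0.15 on the log2 scale, to 1767 in the class above 58.8 CPM, where it was 0.06.

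The named genes below were picked by size of change among genes with a mean of at least 5 CPM, and in each of them the 3 knockdown libraries lay on 1 side of the 3 siCTR libraries. Among genes that met both conditions, the largest rise in siMYCN was that of the long noncoding RNA gene LINC02073 (chromosome 17, 51336646 to 51521401), from 2.29 ± 0.124 to 11.02 ± 0.981 CPM, a log2 fold change of 1.86 (standard error 0.09, limma, adjusted p = 2.44e-09). TLL2 (chromosome 10, 96364608 to 96513926) went from 7.98 ± 0.212 to 25.9 ± 0.46 CPM, a change of 1.59 (adjusted p = 2.07e-10). The complement gene C7 (chromosome 5, 40909497 to 40984643) went from 4.79 ± 0.821 to 12.9 ± 0.75 CPM (1.28, adjusted p = 1.47e-07), and the kinase gene SGK1 (chromosome 6, 134169246 to 134318112) from 7.59 ± 0.988 to 19.6 ± 1.98 CPM (1.26, adjusted p = 6.01e-08). The largest fall was that of BHLHE40 (chromosome 3, 4979437 to 4985323), from 13.0 ± 2.08 to 5.05 ± 0.305 CPM, a change of -1.20 (adjusted p = 1.21e-06). THBS2 (chromosome 6, 169215780 to 169254044) fell from 43.6 ± 1.70 to 20.4 ± 1.84 CPM (-1.06, adjusted p = 1.48e-08). GABRA5 (chromosome 15, 26866911 to 26949208) fell from 8.81 ± 1.03 to 3.73 ± 0.0996 CPM (-1.05, adjusted p = 5.98e-07). SNORD3B-2 (chromosome 17, 19063346 to 19064136) fell from 37.2 ± 7.02 to 16.3 ± 3.65 CPM (-1.15, adjusted p = 8.85e-06), but it belongs to a family of near-identical U3 small nucleolar RNA genes, so which copy gave the reads is uncertain. All values are mean ± SD over 3 libraries. The 8 directions and calls held under every alternative and every fit that left out 1 library.

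The comparison of siHAND2 with siCTR asked the same question of HAND2. It gave 4339 genes (29.9%) past an adjusted p of 0.05 (limma, Benjamini-Hochberg), 2630 higher and 1709 lower, with a median absolute log2 fold change of 0.29. Of these, 143 changed at least 2-fold, 100 higher and 43 lower. The share of called genes that rose was 60.6% with CPM as deposited, 42.9% after median-ratio rescaling and 47.8% after quantile normalization, so the more frequent direction switched with the scaling. Leaving out siCTR replicate 2 moved the count of calls most, to 3075.

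Among genes that met the same conditions in siHAND2, the 4 largest rises were those of COL1A2, PAPPA, LUM and SSTR2. The collagen gene COL1A2 (chromosome 7, 94394895 to 94431227) went from 1.66 ± 0.138 to 15.9 ± 2.10 CPM, a log2 fold change of 2.67 (standard error 0.10, limma, adjusted p = 1.26e-11). PAPPA (chromosome 9, 116153791 to 116402321) went from 1.51 ± 0.0484 to 14.2 ± 0.71 CPM (2.60, adjusted p = 4.32e-11). The proteoglycan gene LUM (chromosome 12, 91102629 to 91111494) went from 9.15 ± 0.142 to 54.7 ± 4.40 CPM (2.45, adjusted p = 6.21e-13), and the somatostatin receptor gene SSTR2 (chromosome 17, 73165010 to 73176633) from 16.7 ± 1.72 to 89.9 ± 6.52 CPM (2.37, adjusted p = 1.26e-11). The largest fall was that of PALMD (chromosome 1, 99646113 to 99694541), from 27.8 ± 0.846 to 6.68 ± 1.19 CPM (-1.92, standard error 0.09, adjusted p = 1.22e-10). DLK1 (chromosome 14, 100725705 to 100738224) fell from 7.87 ± 0.256 to 1.47 ± 0.233 CPM (-1.85, adjusted p = 4.76e-10), FAM167A (chromosome 8, 11421476 to 11475908) from 85.5 ± 3.15 to 25.1 ± 1.25 CPM (-1.73, adjusted p = 2.61e-12) and PRSS35 (chromosome 6, 83512534 to 83525704) from 13.9 ± 2.53 to 3.48 ± 0.324 CPM (-1.73, adjusted p = 7.08e-09). The values are mean ± SD over 3 libraries, and the 8 calls held under every alternative and every fit that left out 1 library. In siMYCN the 4 rising genes also rose, by 1.03 (COL1A2), 0.66 (PAPPA), 0.84 (LUM) and 0.37 (SSTR2), all past the threshold. Of the 4 falling genes, PALMD rose by 0.43 and PRSS35 by 0.90 in siMYCN. FAM167A rose by 0.18 in siMYCN, with a call lost after both other scalings and with no intensity trend. That call was also lost without siCTR replicate 2 (0.16), siCTR replicate 3 (0.17) or siMYCN replicate 3 (0.13). DLK1 did not change in siMYCN beyond the replicate error (0.02, adjusted p = 0.915).

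The direct comparison of siHAND2 with siMYCN, in which the shared control cancels, tested the difference of the 2 responses. It gave 3892 genes (26.9%) past an adjusted p of 0.05 (limma, Benjamini-Hochberg), 1650 higher and 2242 lower in siHAND2, of which 197 differed at least 2-fold (74 higher and 123 lower). The share that was higher was 42.4% with CPM as deposited, 46.1% after median-ratio rescaling and 51.9% after quantile normalization. PRSS35 differed by -2.63 (adjusted p = 3.05e-11), PALMD by -2.35 (adjusted p = 8.47e-12), SSTR2 by 1.99 (adjusted p = 5.31e-11) and LINC02073 by -1.25 (adjusted p = 2.01e-08), each with the 3 siHAND2 libraries apart from the 3 siMYCN libraries.

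To ask which genes answered to both knockdowns, the 2 contrasts against siCTR were set side by side. MYCN transcript was at 70% of the siCTR mean in siMYCN and at 49.6% in siHAND2. Genes that changed alike may therefore follow the lower MYCN in both, so the overlap does not show regulation by both factors. A trait of the siCTR cultures would likewise move both contrasts together. Of the genes called in each, 2601 were called in both, which is 49.9% of the siMYCN calls and 59.9% of the siHAND2 calls. Of these, 2269 (87.2%) changed in the same direction, 1436 higher and 833 lower in both, and 332 changed in opposite directions, 285 of them higher in siMYCN and lower in siHAND2. Leaving out siCTR replicate 2 lowered the number changed in the same direction to 1476, the largest shift among the alternatives. Both contrasts use the same control libraries, and chance values of those libraries alone make them alike. In 100 simulations of unchanged groups set against such shared controls, a mean of 0.07 genes (0 to 2) was called in both. In 100 simulations with effects of the observed size but unrelated between the knockdowns, 1486 genes (1392 to 1589) were called in both in the same direction, which was 59.3% (57.1% to 61.3%) of those called in both. The observed 2269 genes and 87.2% lay above these ranges. In the same simulations 2505 genes (2395 to 2616) were called in both whatever the direction, and the observed 2601 lay inside that range. The agreement in direction, not the size of the overlap, thus exceeded that of unrelated effects. The Pearson correlation of the 2 log2 fold changes across all tested genes was 0.368 and the Spearman correlation 0.481, where genes are not independent replicates. Unchanged groups with shared controls gave a Pearson correlation of 0.50 (0.478 to 0.529), a case in which only noise is correlated, and unrelated effects of the observed size gave 0.064 (0.037 to 0.089). When the 2 contrasts were given separate control libraries, the correlation was 0.231 to 0.316.

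**Figure D2:**
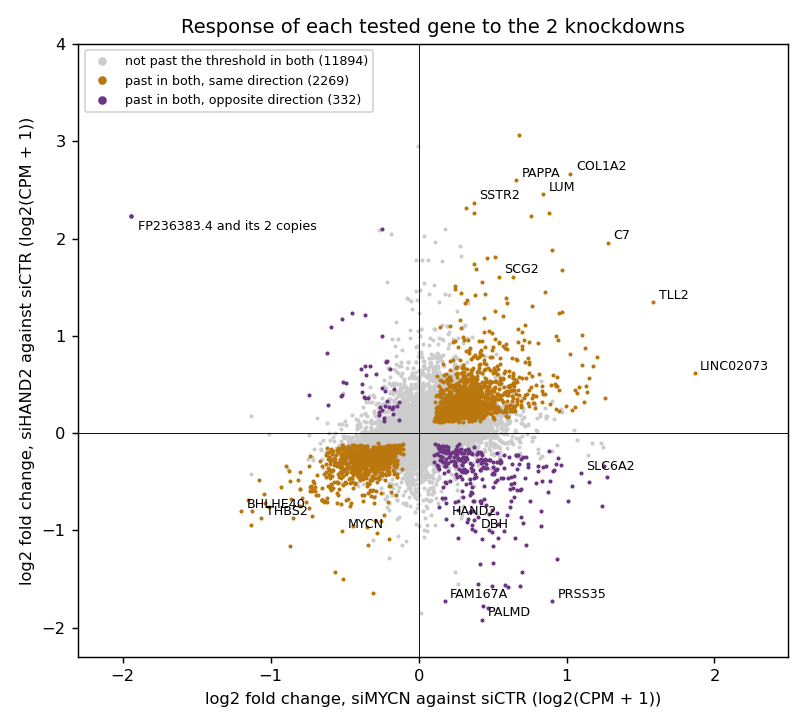
Log2 fold change of log2(CPM + 1) for each of the 14495 tested genes, siMYCN against siCTR on the x axis and siHAND2 against siCTR on the y axis; each point is a gene. The 2269 genes called in both with the same direction fill the lower left and upper right quadrants, and the 332 called in opposite directions lie mostly at the lower right.

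Among genes higher in both knockdowns, TLL2, C7 and COL1A2 had the largest smaller change. TLL2 rose by 1.59 in siMYCN and 1.34 in siHAND2, C7 by 1.28 and 1.96, and COL1A2 by 1.03 and 2.67. The direct comparison separated the knockdowns for all 3, by -0.24 for TLL2 (limma, adjusted p = 0.00727), 0.68 for C7 (adjusted p = 7.92e-05) and 1.64 for COL1A2 (adjusted p = 2.07e-09). Among genes lower in both, HTR5A-AS1 (chromosome 7, 155067034 to 155072450) changed by -1.13 and -0.95, from 3.64 ± 0.418 CPM to 1.12 ± 0.191 and 1.40 ± 0.0878. Its name marks it as antisense to HTR5A, so its reads are subject to the same uncertainty about strand. THBS2 changed by -1.06 and -0.88. Its difference between the knockdowns (0.19, adjusted p = 0.0409) lay near the threshold and was lost in 7 of the 9 fits that left out 1 library; without siMYCN replicate 3 it was 0.12. AL445524.2 (chromosome 1, 231363797 to 231528603) changed by -0.87 and -1.16, but its replicates were far apart: 2.77, 2.82 and 4.59 CPM in siCTR, 1.87, 0.248 and 2.68 in siMYCN and 0.835, 0.477 and 1.64 in siHAND2. Its call in siMYCN (adjusted p = 0.0325) was lost without siCTR replicate 3 (-0.68) or without siMYCN replicate 2 (-0.41). That call was also lost with a pseudocount of 0.1, with no filter on low values and with no intensity trend.

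The 3 largest opposite changes belonged to FP236383.4 (chromosome 21, 8393419 to 8394341), FP236383.5 (chromosome 21, 8437629 to 8438551) and FP671120.7 (chromosome 21, 8210384 to 8211306). These carry the same value as each other in every library, so they are copies that shared reads and give 1 measurement, whose place of origin is uncertain. Each lies beside an annotated copy of the 5.8S ribosomal RNA gene, such as RNA5-8SN1. The shared value was 16.5, 53.5 and 6.07 CPM in siCTR, 2.51, 3.32 and 6.81 CPM in siMYCN and 120.4, 246 and 22.4 CPM in siHAND2, a log2 fold change of -1.94 in siMYCN (limma, adjusted p = 0.0354) and 2.23 in siHAND2 (adjusted p = 0.0207). The highest siHAND2 library exceeded the lowest 10.96-fold and the highest siCTR library exceeded the lowest 8.81-fold, a spread as wide as the changes. Each call was lost in 4 of the 9 fits that left out 1 library. Without siCTR replicate 2 the siMYCN value was -1.18, and without siHAND2 replicate 2 the siHAND2 value was 1.497, neither past the threshold. In neither contrast did the 3 knockdown libraries lie apart from the 3 siCTR libraries.

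Gene sets fixed beforehand were tested with camera, a competitive test of limma. It compares the mean test statistic of a set with that of all other tested genes. The preset correlation between genes was 0.01, with Benjamini-Hochberg adjustment over the 27 tests (9 sets in 3 contrasts). In siMYCN the list of 57 MYC targets was lower, with a median log2 fold change of -0.29 (adjusted p = 3.03e-25), and 44 of its members were called lower against 1 higher. The list of 24 neuronal structure genes was higher, with a median of 0.44 (adjusted p = 1.02e-11), and 22 members were called higher against 1 lower. Of the list of catecholamine and secretory genes, 12 were tested, and the list was higher with a median of 0.40 (adjusted p = 1.61e-06) and 10 members called higher. The 11 tested noradrenergic regulators were higher with a median of 0.16 (adjusted p = 0.00458). In siHAND2 the MYC targets were also lower, with a median of -0.22 (adjusted p = 1.03e-14) and 35 members called lower. The catecholamine and secretory list was lower, with a median of -0.29 (adjusted p = 0.00205) and 7 members called lower against 1 higher. The 22 tested mesenchymal genes were higher, with a median of 0.31 (adjusted p = 0.00154) and 12 members called higher against 3 lower. The neuronal structure list was not past the threshold in siHAND2 (median 0.06, adjusted p = 0.213). The direct comparison of siHAND2 with siMYCN separated 6 lists. The catecholamine and secretory list (median -0.69, adjusted p = 3.43e-08) and the neuronal list (median -0.25, adjusted p = 2.09e-05) were lower in siHAND2. The MYC targets (median 0.10, adjusted p = 0.000243), the p53 response (median 0.10, adjusted p = 0.0031), the mesenchymal list (median 0.22, adjusted p = 0.00449) and the S phase list (median 0.05, adjusted p = 0.00449) were higher. The G2M phase and interferon response lists passed under camera in no contrast; their unadjusted p-values were 0.297 and 0.589 in siMYCN, 0.585 and 0.731 in siHAND2, and 0.605 and 0.88 in the direct comparison. All 13 calls held under fry, a rotation test of limma that asks only whether the genes of a set changed. Fry also called 7 tests that camera did not: in siMYCN the interferon (adjusted p = 0.0236) and mesenchymal (0.00892) lists, in siHAND2 the neuronal (0.00436), p53 (0.00112), S phase (0.00951) and regulator (0.0323) lists, and the regulators between the knockdowns (0.00393). Of these, the S phase list in siHAND2 (adjusted p = 0.0586 under camera) was also called by camera when no filter on low values was used (0.0152), after quantile normalization (0.048), and without siCTR replicate 1 (0.0494), siCTR replicate 3 (0.0457) or siHAND2 replicate 2 (0.0187). With a correlation estimated from these libraries, camera called only the MYC targets in siMYCN. In absolute size, the list median that moved most with a setting was the mesenchymal one in siHAND2. It was 0.13 when no filter on low values was used. It was 0.20 without siHAND2 replicate 1 and 0.185 without siHAND2 replicate 3, still past the threshold. Between the knockdowns the mesenchymal median (0.22) went down to 0.079 under a setting that kept all libraries, a larger change in proportion. The median of the p53 response in the direct comparison was 0.159 without siMYCN replicate 3.

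**Figure D3:**
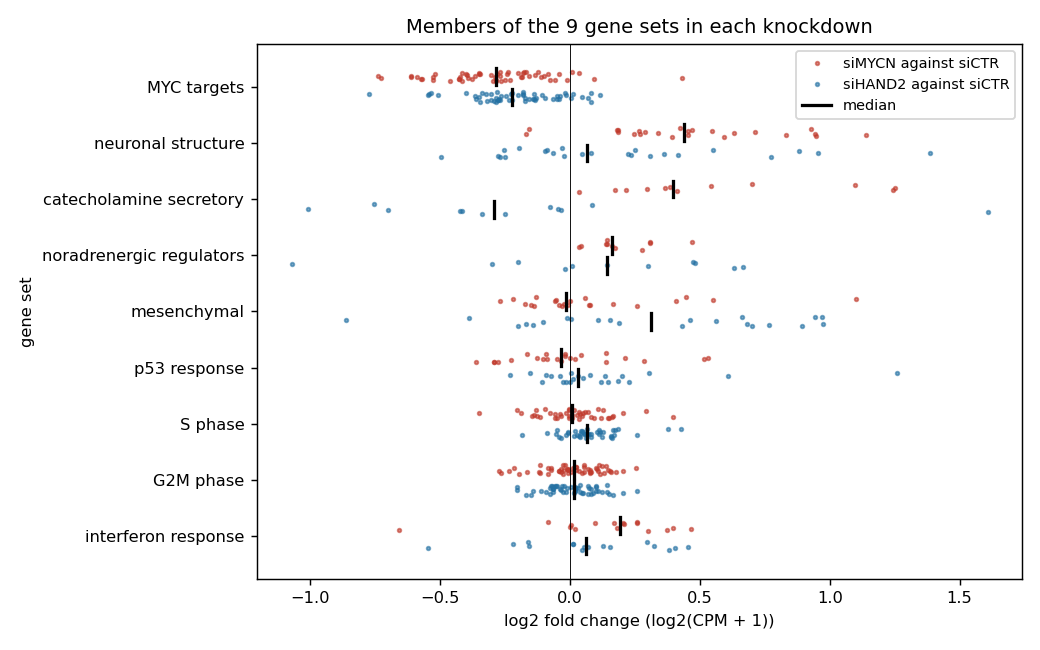
Log2 fold change of log2(CPM + 1) of each tested member of the 9 gene sets, in siMYCN and siHAND2 against siCTR; points are genes and black lines the median of a set. The MYC targets lie below 0 in both knockdowns (medians -0.29 and -0.22), while the catecholamine and secretory genes have medians of 0.40 in siMYCN and -0.29 in siHAND2.

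The members with the smallest p in each called set show these patterns gene by gene. Of the MYC targets, the glycolytic gene HK2 (chromosome 2, 74834127 to 74893359) went from 138 ± 9.48 CPM in siCTR to 82.2 ± 0.616 in siMYCN and 80.2 ± 2.40 in siHAND2, log2 fold changes of -0.74 and -0.77 that did not differ from each other (-0.03, limma, adjusted p = 0.658). IPO4 (chromosome 14, 24180219 to 24188869) also changed alike, by -0.59 and -0.54. NPM1 (chromosome 5, 171387116 to 171411137) went from 1743 ± 27.6 to 1141 ± 14.0 and 1447 ± 92.1 CPM, so its change was larger in siMYCN (-0.61) than in siHAND2 (-0.27), with a difference of 0.34 (adjusted p = 3.61e-05). UNG (chromosome 12, 109097597 to 109110992), which is also in the S phase list, was lower in siMYCN (-0.35) and within the replicate error in siHAND2 (-0.04, adjusted p = 0.5), a difference of 0.31 (adjusted p = 3.39e-05). HELLS (chromosome 10, 94501434 to 94613905), the other S phase gene, differed by 0.30 between the knockdowns (adjusted p = 0.00351) and passed the threshold in neither of them against siCTR, although it did in siHAND2 without siHAND2 replicate 1 (0.25) or siMYCN replicate 1 (0.17), and in siMYCN after median-ratio rescaling (-0.19) and quantile normalization (-0.18).

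Of the neuronal structure genes, the receptor gene RET (chromosome 10, 43077064 to 43130351) went from 369.5 ± 9.78 CPM in siCTR to 659 ± 22.3 in siMYCN and 262 ± 7.39 in siHAND2, a rise of 0.83 (limma, adjusted p = 2.44e-09) and a change of -0.50 (adjusted p = 1.33e-07). L1CAM (chromosome X, 153861514 to 153886173) rose by 0.95 in siMYCN and 0.22 in siHAND2. DCX (chromosome X, 111293779 to 111412429) rose by 0.94 in siMYCN and changed by -0.25 in siHAND2 (adjusted p = 0.0046). Of the catecholamine and secretory genes, the noradrenaline transporter gene SLC6A2 (chromosome 16, 55655604 to 55706192) went from 24.5 ± 2.21 CPM to 53.4 ± 2.83 in siMYCN and 18.1 ± 0.366 in siHAND2, changes of 1.10 and -0.42. CYB561 (chromosome 17, 63432304 to 63446354) changed by 1.25 and -0.34. Its siHAND2 call (adjusted p = 0.0166) was lost without siCTR replicate 3 (-0.30) or without siHAND2 replicate 2 (-0.27). With no filter on low values that call was lost as well. DBH (chromosome 9, 133636363 to 133659329), which encodes the enzyme that makes noradrenaline, went from 263 ± 18.2 CPM to 344 ± 18.1 and 130.1 ± 5.65, changes of 0.38 and -1.01 (adjusted p = 6.84e-10). SCG2 (chromosome 2, 223596940 to 223602361) went against the rest of its list in siHAND2, from 159.6 ± 4.62 to 489 ± 41.2 CPM, a rise of 1.61 (adjusted p = 6.83e-12), and it was the 1 member called higher.

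Of the mesenchymal genes, VIM (chromosome 10, 17228241 to 17237593) went from 525 ± 25.4 CPM to 696 ± 13.2 in siMYCN and 1011 ± 60.2 in siHAND2, rises of 0.41 and 0.94 (limma, adjusted p = 4.76e-10). NOTCH2 (chromosome 1, 119911553 to 120100779) rose by 0.97 in siHAND2 (adjusted p = 2.3e-09) and differed by -0.14 in siMYCN (adjusted p = 0.0703), a difference that passed the threshold after either other scaling (-0.20 in each) and without siMYCN replicate 3 (-0.19) or siHAND2 replicate 3 (-0.14). Of the p53 response genes, PLK2 (chromosome 5, 58453982 to 58460139) rose by 0.51 in siMYCN and 1.26 in siHAND2, with a difference of 0.75 (adjusted p = 1.75e-09). CCNG1 (chromosome 5, 163437569 to 163446151) was lower in siMYCN (-0.36, adjusted p = 1.11e-05) and within the replicate error in siHAND2 (-0.04, adjusted p = 0.567).

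Transcription factors commonly named in the noradrenergic circuit of neuroblastoma were compared as a list of 12 genes fixed beforehand. INSM1, at 0.206 to 0.637 CPM over the 9 libraries, fell below the filter and was not tested. Adjusted over the list alone, 9 of the 11 tested genes passed 0.05 in siMYCN, all higher. In siHAND2, 9 passed, 6 of them higher and 3 lower. In the direct comparison of siHAND2 with siMYCN, 10 passed, 4 of them higher and 6 lower. Adjusted over all genes tested, the counts that passed were 7, 9 and 9. The siMYCN count depended on the scaling: adjusted over the list alone it was 4 after median-ratio rescaling and 5 after quantile normalization. TFAP2B (chromosome 6, 50818723 to 50847619) and KLF7 (chromosome 2, 207074137 to 207167267) moved in opposite directions in the knockdowns, TFAP2B by 0.31 in siMYCN and -0.20 in siHAND2, KLF7 by 0.16 and -0.30. The rise of KLF7 in siMYCN was not past the threshold after either other scaling (0.10 in each) or without siMYCN replicate 3 (0.13).

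LMO1 (chromosome 11, 8224309 to 8268716) went from 13.5 ± 1.19 CPM to 22.0 ± 1.12 in siHAND2, a rise of 0.67 (limma, adjusted p = 6.71e-06), and did not change in siMYCN beyond the replicate error (0.04). ISL1 (chromosome 5, 51383448 to 51394730) rose by 0.31 in siMYCN and 0.63 in siHAND2, SOX11 (chromosome 2, 5692384 to 5701385) by 0.28 and 0.48, and GATA2 (chromosome 3, 128479427 to 128493201) by 0.47 and 0.30, all past the threshold over all genes. TBX2 (chromosome 17, 61399843 to 61409466) rose by 0.47 in siHAND2 (adjusted p = 6.42e-06), and its rise of 0.14 in siMYCN passed over the list alone (adjusted p = 0.0294) but not over all genes (adjusted p = 0.0628). Without siCTR replicate 3 (0.17) or siHAND2 replicate 3 (0.14) it did pass over all genes. PHOX2A (chromosome 11, 72239077 to 72245664) rose by 0.17 in siMYCN, past the threshold over the list alone (adjusted p = 0.0294) and not over all genes (adjusted p = 0.0579), and differed by -0.02 in siHAND2, which was within the replicate error. The PHOX2A rise in siMYCN passed over all genes without siHAND2 replicate 1 or 3 (0.17 in each). In a fit of the siMYCN and siCTR groups alone, the rises of PHOX2A and TBX2 both passed over all genes. GATA3 (chromosome 10, 8045378 to 8075198) rose by 0.14 in siMYCN (adjusted p = 0.0369) and by 0.14 in siHAND2 (adjusted p = 0.0415). Both GATA3 calls were lost under both other scalings and in several fits that left out 1 library, among them the fit without siCTR replicate 3 (0.10 in each knockdown).

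**Figure D4:**
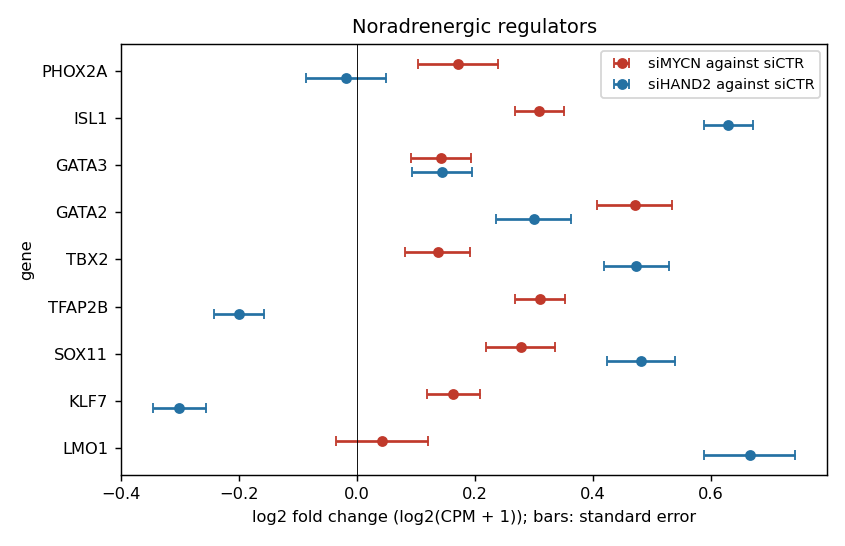
Log2 fold change of log2(CPM + 1) of 9 noradrenergic regulators, in siMYCN and siHAND2 against siCTR; whiskers are the standard error from limma. LMO1 and ISL1 rise by 0.67 and 0.63 in siHAND2, and TFAP2B and KLF7 rise in siMYCN and fall in siHAND2.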

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

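The alternatives were chosen before the data were examined, except the precision weights, which were chosen after seeing the data. The signs and calls of MYCN in both knockdowns and of HAND2 in siHAND2 held under every alternative and in all 9 fits that each left out 1 library. So did the numbers of genes past the threshold within a factor of 1.5: apart from the fits that left out a library they ranged from 4639 to 5895 in siMYCN, from 3869 to 5089 in siHAND2 and from 3397 to 4689 between the knockdowns. Across the fits that each left out 1 library the ranges were 4013 to 5854, 3075 to 4290 and 2909 to 3940. Of the 5209 genes called in siMYCN, 3994 (76.7%) were also called after median-ratio rescaling and 3939 (75.6%) after quantile normalization; of the 4339 called in siHAND2, 3544 (81.7%) and 3632 (83.7%) were. With precision weights, 97.2%, 97.6% and 98.3% of the calls of the 3 comparisons were shared.

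The number of genes changed at least 2-fold followed from how low values are treated. With a pseudocount of 0.1 it was 127 in siMYCN, 267 in siHAND2 and 322 between the knockdowns, with a pseudocount of 5 it was 5, 60 and 100, and with precision weights, it was 145, 293 and 350. A smaller pseudocount widens the fold changes of low genes by construction, and those are the genes whose counting error is widest.

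Scaling moved the directions. The number of genes higher in siMYCN was 2341 after median-ratio rescaling and 2333 after quantile normalization, against 3556, since both centre the libraries on each other. The share of called genes that were higher was 49.8% and 49.3% in siMYCN, against 68.3%, and 42.9% and 47.8% in siHAND2, against 60.6%. The noradrenergic regulators past the threshold in siMYCN, adjusted over the list alone, were 4 and 5, against 9. Small differences changed sign: after median-ratio rescaling HAND2-AS1 (-0.004), LMO1 (-0.014) and DLK1 (-0.038) in siMYCN, and after quantile normalization LMO1 (-0.038) and DLK1 (-0.057) in siMYCN. So did list medians: under the 2 scalings those of the G2M (-0.043 and -0.034) and S phase (-0.052 and -0.043) lists in siMYCN and of the G2M (-0.037 and -0.007) and p53 (-0.017 and -0.02) lists in siHAND2, and after quantile normalization that of the interferon list in siHAND2 (-0.017). None of these was past the threshold in either form.

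Of the gene sets, those called by camera at the preset correlation were not past the threshold when the correlation was estimated from the libraries, except the MYC targets in siMYCN. Their medians do not change with the correlation: 0.398, 0.44 and 0.163 for the catecholamine, neuronal and regulator lists in siMYCN, -0.223, -0.294 and 0.31 for the MYC target, catecholamine and mesenchymal lists in siHAND2, and between the knockdowns 0.096 (MYC targets), 0.053 (S phase), -0.686 (catecholamine), 0.216 (mesenchymal), -0.247 (neuronal) and 0.102 (p53 response). Under fry the direction differed for the G2M list in siMYCN (0.017) and in siHAND2 (0.017) and for the S phase list in siMYCN (0.009). The reason is that camera compares a list with the other genes, whose median is above 0. Without a filter on low values camera placed the mesenchymal list in siMYCN below the other genes (median -0.027) in place of above them; the cause was not tested.

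With separate control libraries, the correlation of the responses was 0.316 and 0.265 with siCTR replicate 1 alone for siMYCN or for siHAND2, 0.282 and 0.309 with replicate 2 alone, and 0.231 and 0.263 with replicate 3 alone, against 0.368 with shared controls. The genes changed in the same direction in both knockdowns ranged from 1476 (without siCTR replicate 2) to 2499 across the 9 fits that each left out 1 library. Across those fits the log2 fold change spanned 0 for PHOX2A (-0.094 to 0.079) in siHAND2, for LMO1 (-0.021 to 0.109) and DLK1 (-0.03 to 0.048) in siMYCN and for GATA3 (-0.033 to 0.035) and AL445524.2 (-0.755 to 0.026) between the knockdowns. The medians of the mesenchymal (-0.024 to 0.029) and S phase (-0.015 to 0.026) lists in siMYCN, of the G2M list in siHAND2 (-0.018 to 0.025) and of the G2M (-0.004 to 0.023) and interferon (-0.057 to 0.02) lists between the knockdowns did so too.

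The replicate numbers are shared between groups. The deviations of same-numbered libraries from their group means had correlations from -0.04 to 0.31, and 6 of 9, all those of replicates 1 and 3, were above 0.1. Since not every pair was, the numbers were not taken to pair the libraries. With the number as a replicate block, 5895, 5089 and 4689 genes were past the threshold, among them 5208 of the 5209, 4336 of the 4339 and all 3892 called without it, and 5 results for named genes passed that had not (PHOX2A, TBX2 and NOTCH2 in siMYCN, HELLS in siHAND2 and GATA2 between the knockdowns). Under the settings that kept all libraries, 47 results for single genes were weaker, and 20 for single genes and lists were stronger, those of fry and of the block included. When 1 library was left out, 62 for single genes were weaker, and 14 for single genes and lists were stronger.

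The planned count-based tests were not run, because 79.8% to 81.3% of the low values were whole reads, under the 95% needed. The filter of 5 CPM gave no value for HTR5A-AS1 and AL445524.2. Low genes vary most: the counting error at 1 CPM is 17.5% to 21.8%, and the median residual SD on the log2 scale was 0.154 for the genes with a mean of 0.491 to 5.94 CPM and 0.059 for those from 58.8 CPM. How much of that is depth was not tested. On data simulated at these depths, 7.6% of genes changed by 0.25 on the log2 scale were called, at all levels of expression together, against 98.5% of those changed by 1.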

Other observations

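The tests of swapped labels, of MYC in place of MYCN, of reads shared with HAND2-AS1 and MYCNOS, of the rising share after median-ratio rescaling and of the glycolysis list were chosen only after the result was seen. For each of the 3 comparisons, 1 of the 10 splits of the 6 libraries gave as many genes past the threshold, which is the real split. The largest other split gave 1 gene in siMYCN and 0 in both other comparisons. With 3 libraries against 3 the share cannot go under 0.1, so the share alone decides nothing.

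MYCN transcript was lower in the siHAND2 libraries than in the libraries that received the MYCN siRNA. Swapped labels are argued against by HAND2, which rose by 0.187 on the log2 scale in siMYCN. Scaling is argued against too, since MYCN still differed by -0.488 between the knockdowns after median-ratio rescaling. A loss of amplified MYCN copies from the siHAND2 cultures cannot be told apart from lower transcription. MYCNOS, which overlaps MYCN and may share its reads, fell with it (-0.70). The 3 other tested genes within 1 Mb had a median change of -0.036, but they went both ways. DDX1, at a mean of 1406 CPM, rose by 0.204 (limma, adjusted p = 0.00245). NBAS, at 181 CPM, differed by -0.036 (adjusted p = 0.632). AC010745.2 changed by -0.391 (adjusted p = 0.0393), but at a mean of 0.85 CPM it lay near the floor. Which of these genes share the amplified segment is not known. These 3 genes were named after their values were seen. An off-target effect cannot be told apart either, because the libraries hold 1 HAND2 siRNA. A candidate explanation, as a hypothesis, is that HAND2 maintains MYCN transcription in these cells.

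The MYC target list fell less in siHAND2 than in siMYCN, although MYCN transcript was lower in siHAND2. MYC, singled out after its values were seen, rose from 0.54 ± 0.15 CPM in siCTR to 1.89 ± 0.35 in siMYCN and 4.71 ± 0.84 in siHAND2 (SD, n = 3 libraries). That rise in siHAND2 was 0.45% of the fall of MYCN in CPM, which argues against MYC transcript making up for MYCN. After trends with GC content and transcript length were removed, the list still differed between the knockdowns, with a median of 0.106, which argues against those trends. Transcript levels do not give the amount of MYCN protein, so a difference at that level may remain and was not tested.

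HAND2-AS1 rose by 0.581 in siHAND2, where HAND2 fell, and MYCNOS rose by 0.421 in siMYCN, where MYCN fell. Reads shared with the overlapping gene would have moved each pair together, so they do not account for the direction of these rises. The values compared are those that define the pattern, so the comparison adds no separate evidence. In siHAND2, MYCNOS and MYCN fell together, and shared reads may contribute there. No biological explanation was tested.

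The catecholamine and secretory list moved up in siMYCN and down in siHAND2. The difference between the knockdowns had a median of -0.654 after quantile normalization and -0.631 after trends with GC content and transcript length were removed, which argues against scaling and those trends as the cause. That HAND2 is needed for the expression of these genes and MYCN restrains it may be put forward as a hypothesis, found and examined on the same libraries.

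Among the genes that fell in both knockdowns were 4 linked to hypoxia (BHLHE40, FAM162A, LOX and PDK1), with medians of -0.936 in siMYCN and -0.72 in siHAND2; 3 of these, all but BHLHE40, were chosen after their values were seen. A list of 20 other hypoxia-linked genes, of which 18 were tested, had medians of -0.18 in siMYCN and -0.292 in siHAND2, with 8 and 14 genes called lower and 0 called higher. A lower hypoxia response in the knockdown cultures than in the siCTR cultures is consistent with these values, and the labels record no oxygen level or cell density. The glycolysis list of 13 genes, of which HK2 is also among the MYC targets, had medians of -0.361 and -0.465, with 12 genes called lower in each knockdown, and 1 called higher in siMYCN and 0 in siHAND2. Hypoxia and MYCN both act on such genes, and MYCN was lower in both knockdowns, so a direct effect of MYCN and a lower hypoxia response cannot be told apart here.

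Collagen and matrix genes rose in siHAND2. The 5 that prompted the question (COL1A2, COL3A1, COL6A3, COL12A1 and LUM), of which COL3A1, COL6A3 and COL12A1 were chosen after their values were seen, had medians of 0.881 in siMYCN and 2.31 in siHAND2. Stromal cells among the siHAND2 cultures would bring all their abundant transcripts. Of 12 such transcripts listed, 11 were in the table, and 1 of them, FN1, rose by at least as many CPM as COL1A2 (14.3 CPM). COL1A1 went from 0.72 to 0.36 CPM and SPARC from 17.8 to 15.6 CPM, which argues against stromal cells as the source. FN1, at 93.0 CPM in siCTR, and SPARC are also expressed by the siCTR cells and are in the mesenchymal list. The 7 of the 12 abundant stromal transcripts that passed the filter, and so are expressed in these cultures, had medians of 0.248 in siMYCN and 0.161 in siHAND2, and DCN, singled out after its values were seen, rose by 3.07 in siHAND2. A change within the neuroblastoma cells may explain these rises, as a hypothesis.

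More genes rose than fell in siMYCN. After trends with GC content and transcript length were removed, 5929 genes were past the threshold, against 5181 of the same 13068 genes before. The share that rose was 69.1%, against 68.4% before. The removal kept the mean shift of each library, so this share could move little and does not test those trends as its cause. After median-ratio rescaling the share that rose was 49.8%, but that rescaling centres the libraries on each other and so removes a shift of most transcripts together with a difference in scale. The 2 cannot be told apart, because no added reference RNA is recorded in the labels.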
